# *Dnmt1* has an essential function despite the absence of CpG DNA methylation in the red flour beetle *Tribolium castaneum*

**DOI:** 10.1038/s41598-018-34701-3

**Published:** 2018-11-07

**Authors:** Nora K. E. Schulz, C. Isabel Wagner, Julia Ebeling, Günter Raddatz, Maike F. Diddens-de Buhr, Frank Lyko, Joachim Kurtz

## Abstract

Epigenetic mechanisms, such as CpG DNA methylation enable phenotypic plasticity and rapid adaptation to changing environments. CpG DNA methylation is established by DNA methyltransferases (DNMTs), which are well conserved across vertebrates and invertebrates. There are insects with functional DNA methylation despite lacking a complete set of *Dnmts*. But at least one of the enzymes, DNMT1, appears to be required to maintain an active DNA methylation system. The red flour beetle, *Tribolium castaneum*, lacks *Dnmt3* but possesses *Dnmt1* and it has been controversial whether it has a functional DNA methylation system. Using whole genome bisulfite sequencing, we did not find any defined patterns of CpG DNA methylation in embryos. Nevertheless, we found *Dnmt1* expressed throughout the entire life cycle of the beetle, with mRNA transcripts significantly more abundant in eggs and ovaries. A maternal knockdown of *Dnmt1* caused a developmental arrest in offspring embryos. We show that *Dnmt1* plays an essential role in *T. castaneum* embryos and that its downregulation leads to an early developmental arrest. This function appears to be unrelated to DNA methylation, since we did not find any evidence for this modification. This strongly suggests an alternative role of this protein.

## Introduction

Phenotypic plasticity is enabled by epigenetic mechanisms, which help the organism to adapt rapidly to changing environmental conditions without affecting the underlying genotype^1^. One of these mechanisms is DNA methylation, which in insects is associated with a wide variety of phenotypically plastic traits^2,3^. In eusocial insects, caste formation can correlate with differential DNA methylation patterns^4–6^. One of the first examples for functional DNA methylation in insects was the discovery that the downregulation of the methylation machinery in honey bee larvae caused them to develop into a queen-like phenotype, which is naturally established by the feeding on royal jelly^7^. Furthermore, DNA methylation patterns do not only differ between the brains of queens and workers^5^, but also within the worker caste, where they have been associated with different tasks performed by the worker bee^8^. Additionally, these epigenetic marks appear to be reversible if the individual has to switch its task^9^. Furthermore, in two ant species the same set of genes was differentially methylated according to developmental stage and caste^6^. DNA methylation can also be observed in non-social insects and may contribute to the striking phase polyphenism between solitary and gregariously living migratory locusts^10,11^. On the other hand, it also has been suggested that DNA methylation can have a more general, basic role in insects and it might function in more ubiquitously essential processes, e.g. embryonic development, genomic imprinting and alternative splicing^6,12–15^.

Insect methylation patterns can be highly diverse^15,16^. In cockroaches and some lepidopterans, DNA methylation can reach levels similar to those observed in vertebrates and plants^15,17^. This is also true for some regions of the genome of the stick insect, but here in addition to gene bodies also repetitive elements are strongly methylated^18^. In contrast, holometabolous insects possess sparser DNA methylation than vertebrates^15,16,19^. Most of these insects also differ from mammals in the location of their methylation marks, as the majority of CpG methylation occurs within gene bodies^6,20,21^. The placement of methyl groups at these mostly intragenic loci could hint at its possible role in alternative splicing^22^.

In invertebrates and vertebrates alike, the same conserved set of enzymes adds methyl groups to cytosines followed by a guanine (CpG)^23^. The resulting CpG DNA methylation patterns are therefore symmetrical on both strands of the DNA. In most cases, two DNA methyltransferases (DNMTs) are needed to sustain functional CpG DNA methylation. DNA methyltransferase 1 (DNMT1) is responsible for maintaining pre-existing methylation patterns by methylating hemimethylated DNA after replication, while DNA methyltransferase 3 (DNMT3) establishes new methylation patterns on previously unmethylated cytosines^23^. Previously, it was thought that a third enzyme, DNMT2, was also involved in DNA methylation because of sequence conservation and the fact that it also contains a cytosine methylase domain^24^. However, several studies have shown that this enzyme methylates small RNAs, especially tRNA^24,25^. Furthermore, organisms that lack *Dnmt1* and *3*, but contain *Dnmt2* do not possess a functional DNA methylation system^24,26,27^.

The distribution of *Dnmt*s in insects is quite diverse. While many insects, especially eusocial species, have a complete set of *Dnmts*, some with an expansion in copies for *Dnmt1*, other insects completely or partially lack *Dnmts* and some also fail to produce functional levels of DNA methylation^15,19,28^. Diptera appear to have lost both *Dnmt1* and *Dnmt3* and with it any relevant CpG DNA methylation^15,16^. Some insect species including examples from Coleoptera, Hemiptera, Lepidoptera and even social Hymenoptera are lacking a gene encoding for DNMT3^15,29–31^. Nevertheless, several of them may show levels of DNA methylation, which presented either directly in sequencing studies or were deduced from the CpG depletion in their genomes^15,16,30^. Thus, the question arises, how a functional DNA methylation system can be sustained in the absence of an enzyme able of *de novo* methylation. It has been suggested that DNMT1 could take over this function, but to the best of our knowledge there are no studies demonstrating this.

The status of a functional DNA methylation system in the red flour beetle *Tribolium castaneum* has been controversially discussed over the past years. *T. castaneum* has an incomplete set of DNA methyltransferases, lacking *Dnmt3*^15,29^. But *Dnmt1* can be found in the beetles genome, is expressed and the protein has the commonly observed domain structure^29,32^. Over evolutionary time, the mutagenic effect of a methyl group attached to a cytosine leads to a depletion of CpGs from the genome^33^. However, the beetles’ genes do not exhibit the bimodal distribution of normalized CpG content associated with the presence of DNA methylation in other insects^4,15^. Additionally, in adult beetles, low-coverage whole-genome bisulfite sequencing (WGBS), which reveals methylation at single-base resolution, could not detect any defined patterns of CpG DNA methylation^19^. On the other hand, using an approach based on methylation sensitive restriction endonucleases, which lacks the sensitivity and specificity of WGBS, Feliciello *et al*.^34^ found evidence for DNA methylation in early embryos, whereas larvae, pupae and adults were found to be mostly devoid of methylation. While this raised the possibility of an active demethylation process in later developmental stages, resembling the epigenetic reprogramming in mammalian embryos^35,36^, additional bisulfite sequencing of satellite DNA indicated that these fragments remain heavily methylated throughout the entire lifetime of the individual, even in non-CpG contexts^34^. Furthermore, another study based on bisulfite sequencing also found DNA methylation outside the context of CpG and mostly at CpA^32^.

The controversial evidence of CpG DNA methylation in *T. castaneum* demands for additional, functional studies in this important insect model organism. In *T. castaneum* we observe phenotypic plasticity in the form of immune priming, *i.e*. a more successful response to a pathogen at a secondary exposure^37^. This immune priming can be maternally and paternally transferred to the offspring^38–40^, which makes the involvement of epigenetic modifications in this phenomenon likely. Besides other epigenetic mechanisms, DNA methylation and its facilitating enzymes have been indicated to play a role in the evolution of resistance and the rapid adaption we see during host-parasite co-evolution^41,42^. Therefore, we here investigate the existence of CpG DNA methylation and the role of *Dnmt1* in *T. castaneum* using WGBS and knockdown of *Dnmt1* using maternal RNAi.

## Results

### WGBS confirms the absence of CpG methylation in Tribolium eggs

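Bisulfite converts unmethylated cytosines to uracil, which is read as T after sequencing, while methylated cytosines are still read as C. A cytosine that escapes the conversion, or a sequencing error, is also read as C. The DNA came from pooled, untreated eggs of the Georgia 2 (GA-2) line, from which the reference genome of the beetle was made. The eggs were between 24 h and 48 h old, and 2 pools were sequenced as replicates 1 and 2 of this 1 condition. The authors trimmed the reads, mapped them with BSMAP to assembly version 3.0 of the *T. castaneum* genome, removed duplicates with Picard and counted reads per cytosine with the script that comes with BSMAP. The deposited tables give, for each replicate, the position of a cytosine and the number of its unconverted and of its converted reads, without normalization. They give neither the strand nor the sequence context, so each listed position was treated as 1 site and the strands of a CpG were not merged. Runs of at least 3 directly adjacent positions held 21.8% of all positions. On the linkage groups, 45.3% of the positions with at least 10 reads in both replicates had no directly adjacent listed position. The list therefore does not look like CpGs only, and the values below likely include cytosines outside CpGs. The paper describes its values for sites containing a CpG. However, the listed positions give its count of 1038 shared sites and its rho of -0.925, so they may be the sites it used. Replicate 1 had 14503020 sites with 42534665 reads and replicate 2 had 16480367 sites with 55723118 reads. Of the 19983652 sites listed in either replicate, 10999735 were listed in both. The sites lay on 2313 sequences of the assembly, of which 176 belong to the 10 linkage groups and 2137 are unplaced. Fold coverage was calculated as the sum of unconverted and converted reads at a site, and non-conversion as the unconverted reads divided by this sum. Reads were pooled over sites, and no minimum coverage was set unless one is given. Confidence intervals are 95% Wilson binomial intervals and cover counting error only, since neighbouring cytosines are read from the same molecules.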

To detect CpG DNA methylation at single base resolution, we performed WGBS on two replicates of pooled eggs, which gave us a six-fold coverage of the entire genome. We obtained 27,368,699 read pairs and 35,179,643 read pairs from the replicates respectively. 

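The mean fold coverage of the listed sites was 2.93 in replicate 1 and 3.38 in replicate 2, which gives 3.16 ± 0.317 (SD, n = 2). These means are over different sites and their sum is 6.31. The reads of both replicates amount to 4.92 per site listed in either replicate. Counted only at the sites listed in both, they amount to 7.73 per site. Sites without a read in either replicate are not listed and do not enter these values. The median was 2 reads in each replicate. A single read covered 44.7% of the sites in replicate 1 and 39.1% in replicate 2. At least 5 reads covered 9.82% and 16.1% of the sites, and at least 10 reads covered 1.5% and 1.90%. In both replicates at once, 741824 sites had at least 5 reads, which is 6.74% of the sites listed in both. Coverage was uneven across the assembly and reached 9835 reads at a site in replicate 1 and 11681 in replicate 2. On the linkage groups the mean was 2.24 and 2.64 reads, or 2.44 over the replicates, and on the unplaced sequences it was 7.35 and 8.18 reads. The unplaced sequences took 33.1% of all reads.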

The conversion rate of cytosine to uracil by the bisulfite treatment was 99.59% and 99.58% for the mapped reads for replicate one and two, respectively. 

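At the listed sites, 16336 of the 42534665 reads were unconverted in replicate 1, which is 0.0384% (95% Wilson interval 0.0378% to 0.0390%) and a conversion of 99.96%. In replicate 2, 31708 of the 55723118 reads were unconverted, which is 0.0569% (0.0563% to 0.0575%) and a conversion of 99.94%. The mean non-conversion was 0.0477% ± 0.0131 (SD, n = 2). The rate of replicate 2 was 1.48 times that of replicate 1, and the intervals do not overlap. A chi-square test of the read counts gave a statistic of 1689 with a p-value too small to be represented, which compares these libraries and not conditions. The rates were 0.0381% and 0.0558% on the linkage groups and 0.0390% and 0.0592% on the unplaced sequences. Among the alternatives that keep both replicates, averaging the ratios of single sites in place of pooling the reads moved the mean most, to 0.0446%, which is within the spread between the replicates.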

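At least 1 unconverted read was found at 15662 sites in replicate 1, which is 0.108% of its sites, and at 30138 sites in replicate 2, which is 0.183%. Exactly 1 read was unconverted at 97.3% of these sites in replicate 1 and at 96.8% in replicate 2. Their median fold coverage was 4 and 5 reads. Pooled over the reads at these sites, non-conversion was 0.936% in replicate 1 (95% Wilson interval 0.921% to 0.95%) and 0.994% in replicate 2 (0.983% to 1.005%), with a mean of 0.965% ± 0.0413 (SD, n = 2). This level depends on coverage, since a site enters only when a read is unconverted. At the 2291 sites of replicate 1 and the 2999 sites of replicate 2 that were covered by a single read, that read is the unconverted one. The mean of the ratios of single sites was 34.1% in replicate 1 and 28.7% in replicate 2. With at least 5 reads per site the pooled level was 0.487%, and with at least 10 reads it was 0.278%. On the linkage groups alone, where coverage is low, it was 11.8%.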

For sites containing at least one unconverted cytosine the mean level of non-conversion was 0.3%. Only 1038 partially unconverted CpGs occurred at the same site in both replicates. 

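In the deposited counts, 1038 sites had at least 1 unconverted read in each replicate. They make up 6.63% of the sites with an unconverted read in replicate 1 and 3.44% of those in replicate 2. At 571 of them (55.0%) exactly 1 read was unconverted in each replicate, and at 172 at least 2 reads were unconverted in each. With the reads of the replicates summed, all reads were unconverted at 1 site and some were converted at the other 1037. The shared sites were covered far more deeply than others. Their median coverage, summed over the replicates, was 1307 reads (range 2 to 21516), while the median of all sites listed in both replicates was 5 reads. More than 100 reads covered 92.5% of the shared sites and 0.359% of the sites listed in both replicates. When the 0.1% of sites with the highest coverage were left out, 208 shared sites remained. The shared sites lay on 351 sequences, and the 10 sequences with the most of them held 16.0%, with less than 10% on any of them.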

Overall 0.1% of the cytosines at these sites were unconverted. 

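Summed over the replicates, 3370 of the 2263654 reads at the shared sites were unconverted, which is 0.149% (95% Wilson interval 0.144% to 0.154%). The level was 0.147% in replicate 1 (0.140% to 0.155%) and 0.150% in replicate 2 (0.143% to 0.157%), a difference within the counting error. The median level of a shared site was 0.197%, and 908 of the sites had a level under 1%. A level of at least 10% was found at 52 sites, and the mean of the ratios of single sites was 1.92%. Among the shared sites on linkage groups the pooled level was 0.567%.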

Only 84 (8.1%) of the sites with unconverted cytosines that were observed in both replicates mapped on a chromosome, while the rest was derived from unmapped regions. 

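Of the 1038 shared sites, 83 lay on a linkage group, which is 8.00% (95% Wilson interval 6.50% to 9.81%), and 955 lay on unplaced sequences. Of all sites listed in both replicates, 86.1% lay on a linkage group. The odds ratio of shared against other sites was 0.0140 (two-sided Fisher's exact test, with a p-value too small to be represented). Coverage differed between these classes of sequence. The median summed coverage of the shared sites was 29 reads on the linkage groups and 1414 reads on the unplaced sequences. If every read had the overall non-conversion rate of its replicate, the coverage of the sites alone would give 46.2 shared sites on linkage groups and 749 on unplaced sequences.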

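For each of the 1038 shared sites, the reads of the replicates were summed to give its coverage and its proportion of unconverted cytosines. Across these sites, Spearman's rho was -0.925 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p-value these resamples can give). Sites are not independent replicates, so the p-value describes the sites of these libraries. The correlation was -0.979 for the 83 shared sites on linkage groups and -0.911 for those on unplaced sequences. Calculated within each replicate, it was -0.936 in replicate 1 and -0.868 in replicate 2. A shared site has at least 1 unconverted read in each replicate by definition, so its proportion cannot be low where few reads cover it. In 100 random draws that gave every read the non-conversion rate of its replicate and selected shared sites in the same way, rho ranged from -0.954 to -0.932 with a mean of -0.945. Over all 10999735 sites listed in both replicates, without this selection, rho was 0.0481. Of all sites listed in either replicate, only 44762 had an unconverted read, and the sites listed in both cannot hold more. Nearly all of the proportions are therefore tied at the lowest value. This rho was not compared with draws, so it cannot show what the selection contributes.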

We also observed a highly significantly negative correlation between the fold coverage and the proportion of unconverted cytosines observed at the same CpG site (rho = −0.925, n = 1038, p < 0.001, Fig. 1). This implies that the cytosines that remain after the bisulfite treatment can be either attributed to incomplete conversion or sequencing errors and therefore no CpG DNA methylation is present in the embryos.

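Each site with at least 5 reads was tested for more unconverted reads than the overall non-conversion rate of its replicate gives (one-sided exact binomial test, Benjamini-Hochberg adjustment within each replicate). Among 1424112 tested sites in replicate 1, 16 had an adjusted p-value under 0.05, and among 2659511 in replicate 2, 9 had one. In both replicates 6 sites passed, 3 of them on linkage groups, out of the 741824 sites tested in both. Under a background of 1% in place of the measured rates, 1 site passed in both. The highest level was found on linkage group 10, at position 406188 of the sequence LG10_WGA174_2, where 14 of 65 reads were unconverted in replicate 1 (adjusted p = 4.32e-29, exact binomial test) and 9 of 55 in replicate 2 (adjusted p = 3.44e-14), or 19.2% together. At position 214892 of LG3_WGA35_2, 13 of 74 and 8 of 73 reads were unconverted, or 14.3% together. At position 9790 of LG8_WGA130_2 the counts were 3 of 34 and 5 of 27 reads, or 13.1% together. On unplaced sequences, 25 of 164 and 11 of 152 reads were unconverted at position 530 of LGUn_WGA1106_2, or 11.4% together, and 4 of 56 and 5 of 74 reads at position 415 of LGUn_WGA1604_2, or 6.92% together. Among the 6 sites the lowest coverage was 12.2 times the median of the linkage groups or unplaced sequences to which the site belongs. Genes at these positions were not analysed here, since the annotation used for names is of another assembly.

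**Figure D1:**
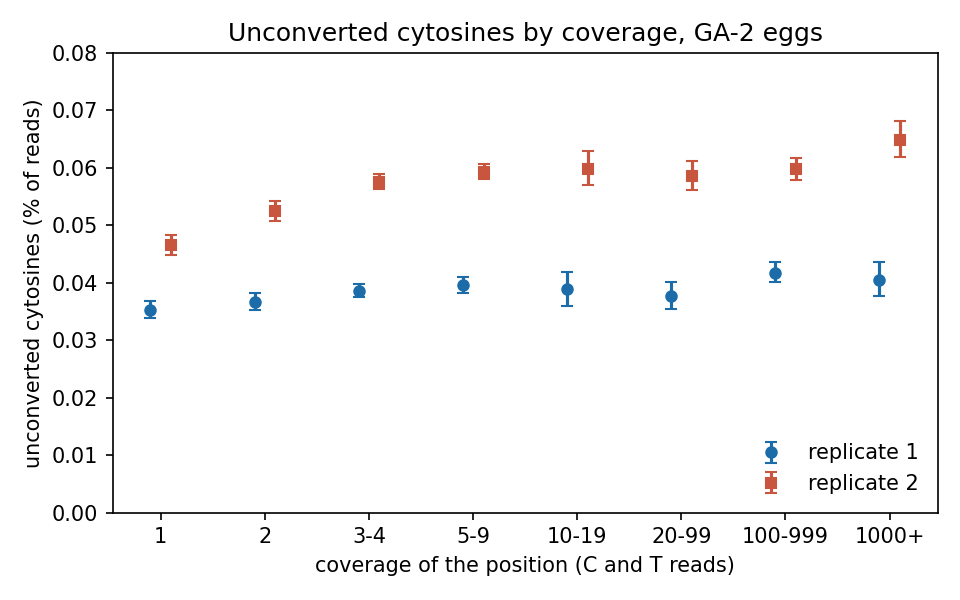
Unconverted cytosines as a percentage of reads (vertical axis) at sites grouped by fold coverage (horizontal axis), for replicate 1 (circles) and replicate 2 (squares) of the GA-2 eggs. Points are pooled over all sites of a group and bars are 95% Wilson intervals. From sites with 1 read to sites with at least 1000 reads the rate goes from 0.0353% to 0.0405% in replicate 1 and from 0.0466% to 0.0649% in replicate 2.

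The depth limits what the test can show. In simulated counts with the coverage of the real sites, 200 sites with at least 5 reads in both replicates were given a known methylation level. All 200 were recovered at a level of 100%, while 69.5% were recovered at a level of 50% and 18.5% at a level of 20%. The Benjamini-Hochberg adjustment is less strict when more sites pass. In the real counts only 16 sites passed in replicate 1 and 9 in replicate 2. The recovery of a few methylated sites may therefore be lower than these values, and it was not simulated. Sites with fewer than 5 reads in either replicate were not tested in both, so methylation there was not detectable by this test. From the negative correlation with coverage, the paper reasons that the remaining cytosines come from incomplete conversion or sequencing errors, and it concludes that the embryos carry no CpG DNA methylation.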

**Figure 1:**
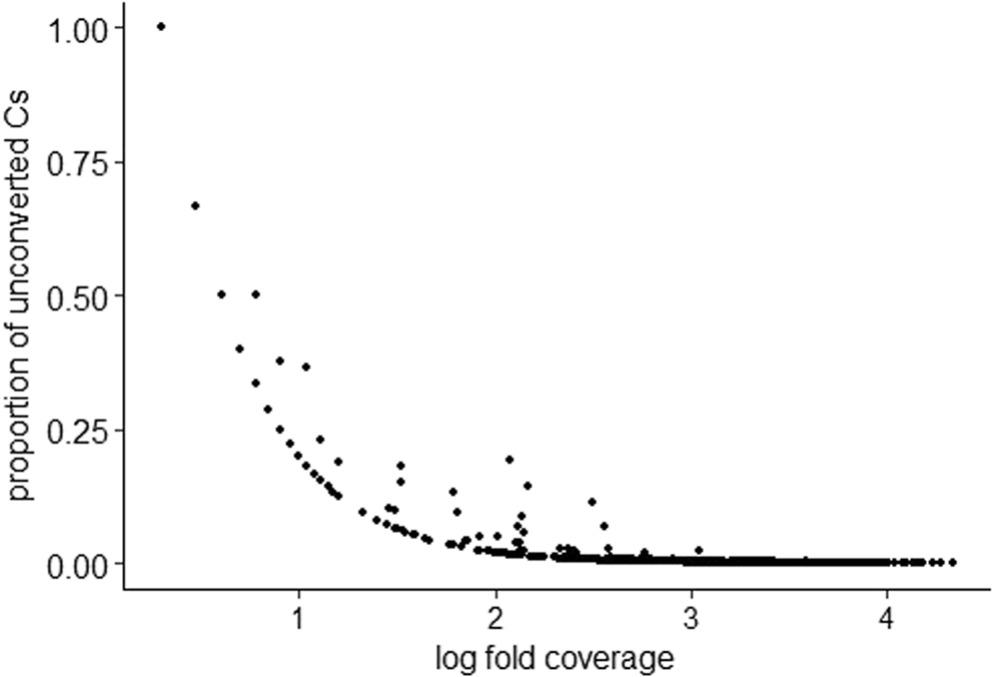
Correlation between the proportion of unconverted cytosines that were observed in both replicates of the WGBS and the log fold coverage at each site (Spearman rank, rho = -0.925, n = 1038, p < 0.001).

### Expression of *Dnmt1*

To investigate the expression of *Dnmt1* across the entire life cycle of the beetle we analysed samples of eggs, larvae, pupae and adults via RT qPCR. We used equal numbers of male and female adults and pupae, while sex was not determined for eggs and larvae. All samples examined during this study contained measurable amounts of *Dnmt1* mRNA. The expression of *Dnmt1* was significantly higher in the eggs compared to whole body samples from adult beetles (Table 1). In larvae and pupae, we found *Dnmt1* to be expressed at similar levels as in the adult samples (Table 1). This suggested that *Dnmt1* might have a function throughout the whole life of the beetle.

**Table 1:** Gene expression of *Dnmt1* normalised over the expression of two housekeeping genes.

	relative expression of *Dnmt1*	95% C. l.	n	p value
**Life stages (relative to adults)**				
eggs	**1.660**	1.027–3.144	4	**0.004**
larvae	0.818	0.511–1.555	8	0.063
pupae	0.794	0.390–1.784	8	0.176
adults	1.000	0.535–1.878	8	0.997
**Gonads (relative to whole-body samples)**				
male	1.382	1.008–1.828	4	0.056
female	**1.841**	1.434–2.226	4	**0.018**
**RNAi (relative to treatment control)**				
**Females**				
*Dnmt1* construct a	**0.680**	0.301–1.226	11	**0.002**
naive	1.012	0.543–1.883	12	0.904
**Eggs**				
*Dnmt1* construct a	**0.442**	0.226–0.753	3	**0.025**
naive	1.062	0.458–2.062	3	0.869
**Females**				
*Dnmt1* construct a	**0.646**	0.553–0.752	4	**0.011**
*Dnmt1* construct b	**0.703**	0.536–0.906	4	**0.021**
naive	1.007	0.865–1.199	4	0.856
**Males**				
*Dnmt1* construct a	**0.686**	0.542–0.822	3	**<0.001**
naive	1.062	0.853–1.312	3	0.458

We dissected virgin beetles of both sexes to investigate the expression of *Dnmt1* in the gonads. Any involvement in transgenerational processes would probably require the expression of the gene in the reproductive tissues so that mRNAs could be passed on to the offspring. In the female samples *Dnmt1* was significantly upregulated in the ovaries, while there was no significant difference in the expression of *Dnmt1* between the testes and whole-body samples in the males (Table 1).

### Knockdown via maternal RNAi affects development and fecundity

To investigate possible functions of *Dnmt1* a knockdown via maternal RNAi was established. Firstly, we confirmed that the injection of *Dnmt1* dsRNA into female pupae led to a significant down-regulation in comparison to RNAi control injections, as measured by RT qPCR in the adult beetles. The treatment with *Dnmt1* dsRNA significantly reduced the expression of the target gene compared to the RNAi control, while expression did not differ significantly between the untreated and RNAi control (Table 1). The knockdown was also transferred to the offspring, as the eggs of treated mothers showed significantly reduced amounts of *Dnmt1* dsRNA compared to eggs from the RNAi control (Table 1).

Furthermore, *Dnmt1* knockdown significantly reduced the eclosion rate from pupae to imago (GLMM with binomial data distribution, df = 2, Χ^2^ = 146.2, p < 0.001), suggesting that the protein plays a role in metamorphosis. Following *Dnmt1* knockdown, the eclosion rate three days post injection was 80%, which was significantly lower than for the RNAi control (90%) (Tukey’s HSD: z = 6.93, p < 0.001; Fig. 2a). The naïve control achieved 96% survival, which is significantly better than the RNAi control (Tukey’s HSD: z = −4.74, p < 0.001; Fig. 2a). This can be explained by the absence of injection wounds in these animals.

**Figure 2:**
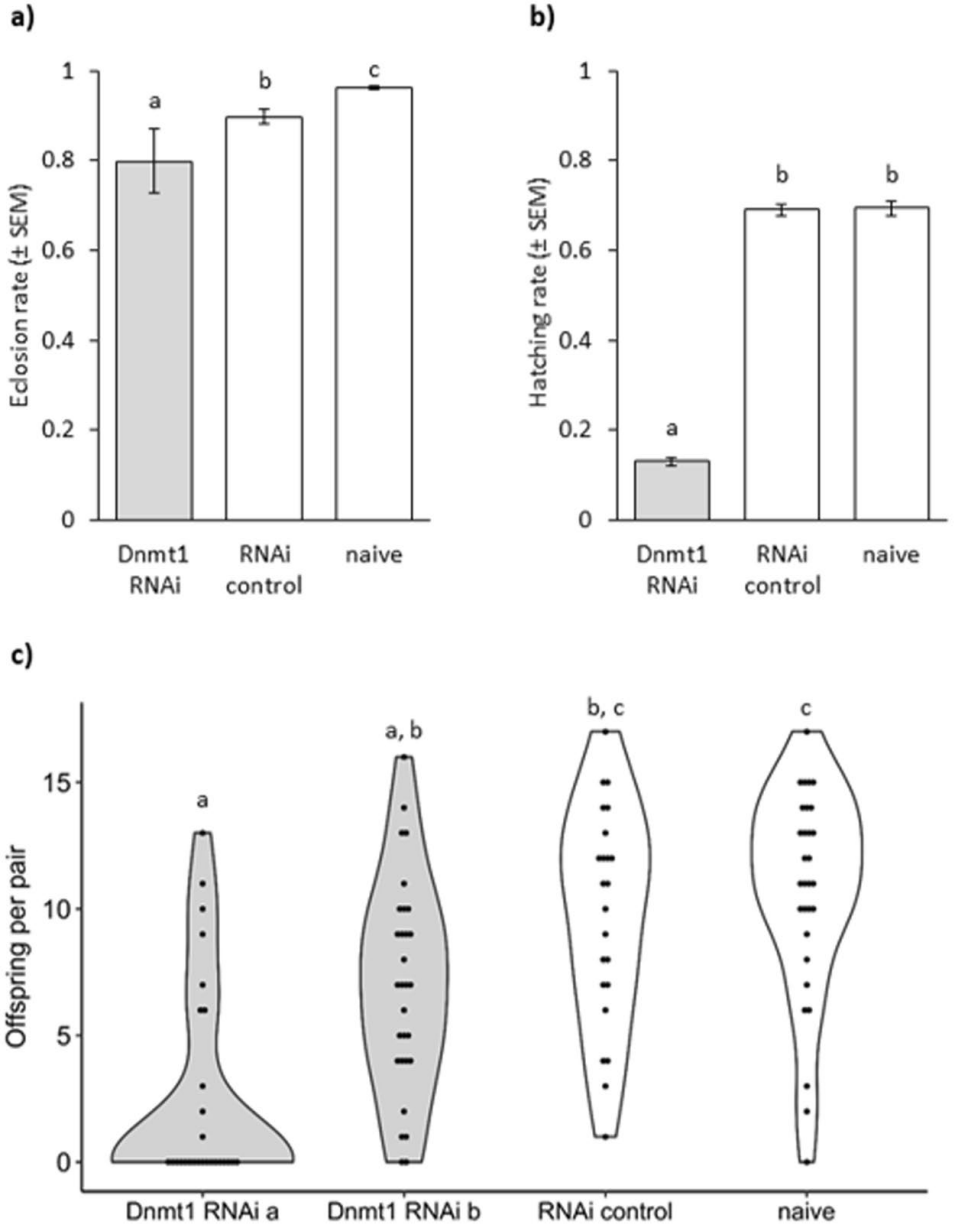
Phenotypic effects of maternal RNAi (**a**) Eclosion rate (±SEM) of female pupae after *Dnmt1* RNAi treatment. Three replicates with 240-270 individuals per treatment and block. (**b**) Larval hatching rates (±SEM) after mothers received *Dnmt1* RNAi treatment. Three replicates with 100 individualized eggs per treatment and block. (**c**) Offspring produced by single mating pairs (n = 26-30) after maternal RNAi treatment (*Dnmt1* RNAi construct a or b, RNAi or naïve control). Letters indicate significant differences.

We determined the fecundity of the treated beetles, by calculating hatching rates for one hundred eggs per treatment and experimental replicate. This showed that the fitness of the females, which had received the *Dnmt1* knockdown treatment was severely affected, as the hatching rate of their offspring was significantly reduced and only 13% of larvae hatched, compared to 69% in both controls (GLMM with binomial data distribution, df = 2, Χ^2^ = 274.46, p < 0.001; Tukey HSD: *Dnmt1* – RNAi control z = 12.7, p < 0.001, *Dnmt1* – naïve z = 12.8, p < 0.001, Fig. 2b).

To confirm that the observed reduced fecundity was produced by the knockdown of *Dnmt1* and not any potential off-target effect on a different gene, we used a second non-overlapping construct. This construct also caused a significant downregulation in adults (Table 1) and significantly reduced female fecundity (Kruskal-Wallis df = 3, Χ^2^ = 40.7, p < 0.001, Fig. 2c) compared to the naïve (Construct a: W = 731.5, p < 0.001, Construct b: W = 675.5, p = 0.001) and RNAi control (Construct a: W = 553.5, p < 0.001, Construct b: W = 470, p = 0.03). The two controls did not differ significantly from each other (W = 301, p = 0.44).

Additionally, we also investigated the effect of *Dnmt1* expression on male fertility. A knockdown in male pupae significantly reduced *Dnmt1* expression in the adults (Table 1) but did not reduce their fertility over the first nine days of mating compared to the RNAi control or naïve group (GLMM with negative binomial data distribution, df = 2, Χ^2^ = 2.3441, p-value = 0.31).

### Dnmt1 knockdown disrupts embryonic development

We also performed a closer analysis of embryos after maternal knockdown of *Dnmt1*. After twelve days, hardly any larvae had hatched, and we therefore assumed that the eggs had either not been fertilised or that the knockdown was causing an embryonic developmental arrest, which was previously observed in *Nasonia vitripennis*^13^. In order to identify the time point of a potential developmental arrest, we sampled eggs every two hours for the first ten hours after oviposition. According to their developmental status, the eggs were then assigned to one of four categories of a timeline of normal embryonic development. At the two first time points, we did not observe any significant developmental differences between the treatment groups (age 0–2 h: OLM _2, 96_, χ2 = 0.84, p = n.s.; age 2–4 h: OLM _2, 140_, χ2 = 4.65, p = 0.098). But, when the embryos were between four and six hours old, more than 60% of the eggs of the knockdown treatment fell within the earliest category of development and therefore differ significantly from the two controls (OLM_107_, χ2 = 35.71, p < 0.001). We observed a similar pattern at the embryonic ages of six to eight hours (OLM_105_, χ2 = 55.11, p < 0.001) and eight to ten hours (OLM_144_, χ2 = 40.76, p < 0.001). We therefore conclude that the knockdown of *Dnmt1* causes an early embryonic arrest after first few cleavage cycles (Fig. 3).

**Figure 3:**
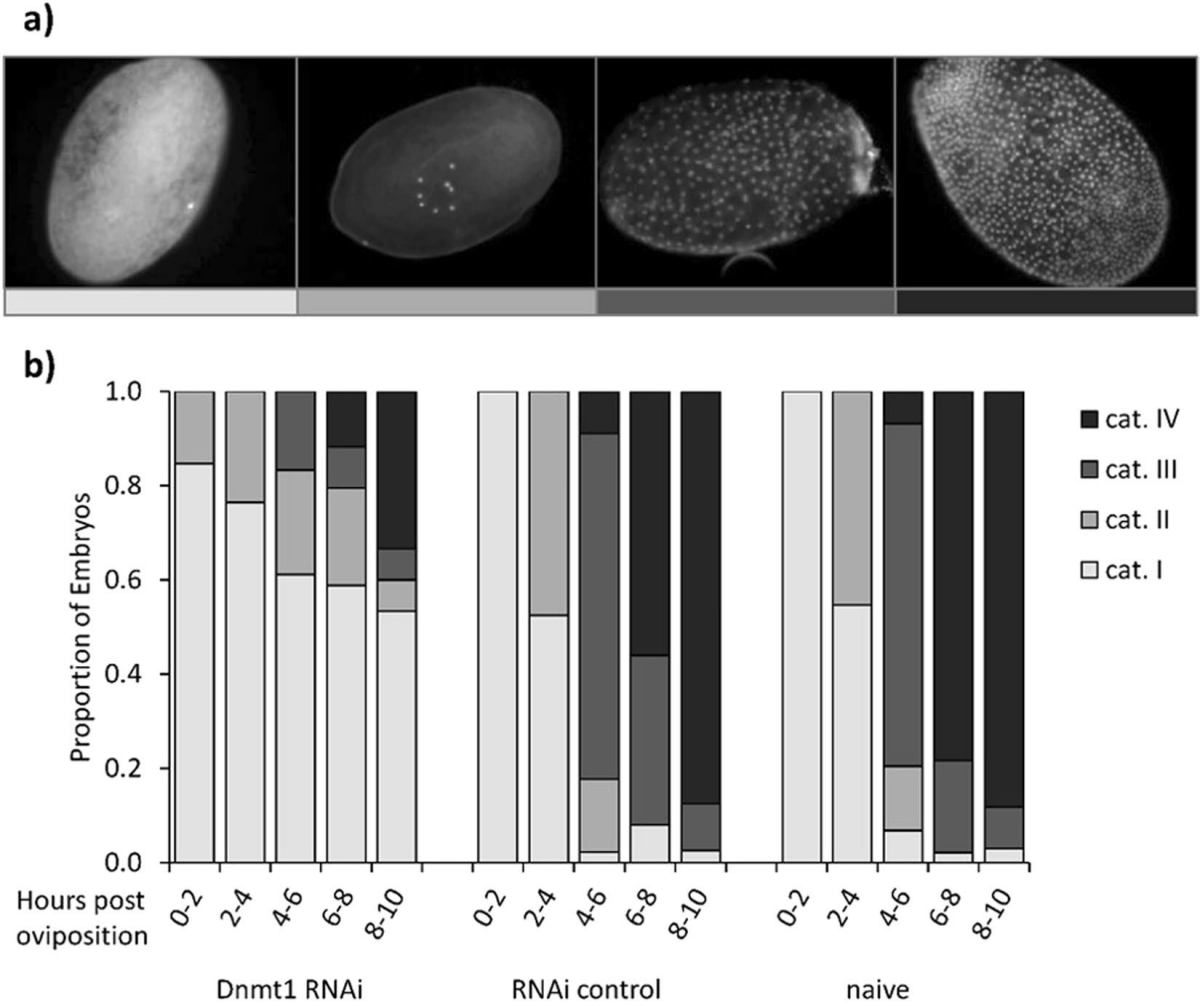
*Dnmt1* knockdown and embryonic development (**a**) Timeline of naïve embryonic development. Shown is (left to right) a representative example for each of the following age categories: cat. I (ca. 1 h), cat. II (ca. 3 h), cat. III (ca. 5 h), cat. IV (ca. 8 h) after oviposition. Eggs were produced by untreated animals. (**b**) Phenotypes of embryos after maternal RNAi. Eggs from the treatment and controls (*Dnmt1* RNAi, RNAi control and naïve) and five age groups (hours post oviposition) were sorted according to their developmental status into one of four categories established from the timeline of naïve development.

## Discussion

Using WGBS, we did not observe any recognizable evidence for CpG DNA methylation in *T. castaneum* embryos. The few candidate methylation marks detected by whole genome sequencing are most likely due to incomplete bisulfite conversion or sequencing errors. Furthermore, there is hardly any overlap in the candidate mCpGs between the two replicates, which leads us to conclude that CpG DNA methylation is absent in two-day old embryos. 

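The number of shared sites was compared with the number that coverage alone gives when unconverted reads fall independently in the replicates, each at its overall rate. This expected number was 795, and the 1038 observed sites are 1.30 times as many. In 100 random draws at these rates, 732 to 862 sites were shared. On the linkage groups 46.2 shared sites were expected and 83 observed, a ratio of 1.80, and on the unplaced sequences 749 were expected and 955 observed, a ratio of 1.27. Unconverted sites were also redistributed at random among sites with the same coverage in both replicates. The 1000 draws of this kind gave 928 to 985 shared sites with a mean of 954, but 807 of the 1038 sites had a coverage that no other site shared and so could not change. When a separate rate was used for each class of coverage, the expected number was 882 and the ratio 1.18. The ratio was 1.29 for sites with at least 5 reads in each replicate and 1.94 without the 0.1% of sites with the highest coverage.

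**Figure D2:**
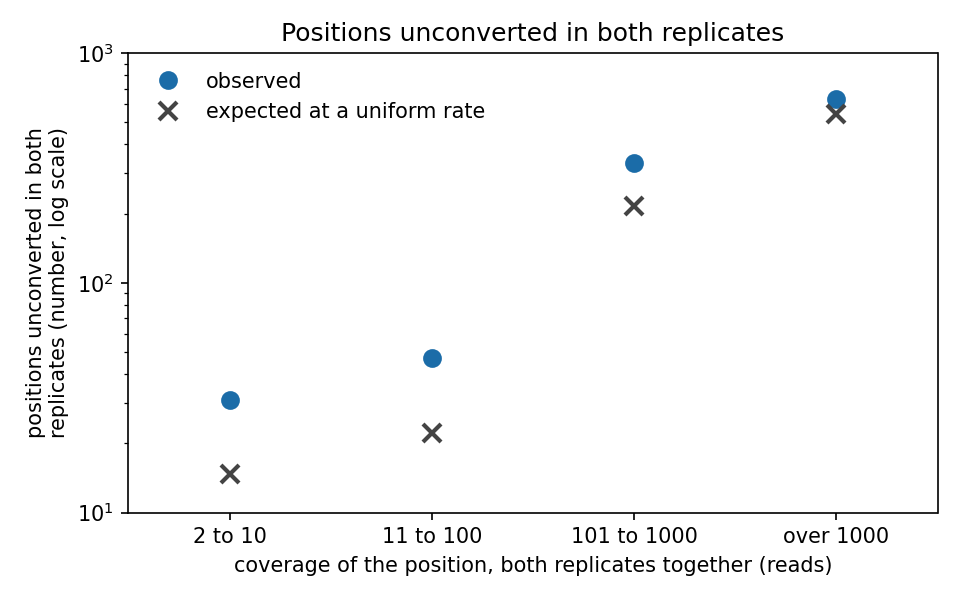
Number of sites with an unconverted read in both replicates (vertical axis, log scale) by fold coverage summed over the replicates (horizontal axis, reads). Circles are the observed numbers and crosses the numbers expected at a uniform rate per replicate. Observed and expected numbers are 31 and 14.7 at 2 to 10 reads, 47 and 22.3 at 11 to 100 reads, 331 and 216 above 100 and up to 1000 reads, and 629 and 543 above 1000 reads.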

Our results agree with those of Zemach *et al*., who were also unable to detect any significant levels of CpG DNA methylation in *T. castaneum*^19^. Yet, two other studies found DNA methylation in all life stages of the beetle. While Song *et al*.^32^ observed a strong preference for CpA methylation, which because of its asymmetrical nature is very unlikely to be produced by DNMT1, Feliciello *et al*.^34^ found CpG methylation especially on satellite DNA but also spread across the genome of embryos. These differences might be explained by changing methylation patterns during different life stages and possible rapid dynamic changes during embryonic development similar to the epigenetic reprogramming in mammals^35^. Alternatively, they might also result from incomplete bisulfite deamination, which is often linked to the artefactual detection of methylation outside of the canonical CpG context.

*T. castaneum*, as several other insect species, lacks *Dnmt3* in its genome and therefore does not possess a complete DNA methylation system^3,29,43^. Nevertheless, some insect species lacking a complete set of *Dnmts*, show detectable DNA methylation including diverse methylation patterns in correlation with environmental changes^15,16,44^. It is still unknown whether *Dnmt1* can take over the function of the missing *Dnmt3* or if other enzymes are responsible for preserving the function. However, the lack of CpG methylation observed in the present study is further supported by the absence of CpG depletion from the beetle’s gene set, which is a known evolutionary signal of CpG methylation^33,45^. To ultimately resolve this controversy, further studies are needed to determine whether, where and at which time functional levels of CpG DNA methylation might occur in *T. castaneum*.

Our results also show that *Dnmt1* is present and expressed in *T. castaneum* during all life stages, in both sexes and in the reproductive tissues despite the apparent absence of CpG DNA methylation. The expression of *Dnmt1* during the entire life cycle of the beetle hints at a possible function during several life stages. Because ovaries and eggs showed significantly higher relative amounts of *Dnmt1* mRNA, the protein might be especially relevant during reproduction and embryonic development.

Both constructs of *Dnmt1* used in our RNAi experiment significantly reduced the levels of *Dnmt1* mRNA. Although the reduction was only to 70% compared to the levels observed in the treatment control, it still produced a strong phenotype in its effect on offspring embryonic development. RNAi treatment in *B. mori* leads to a similar degree of reduction of *Dnmt1* and also decreased hatchability^44^. A recently described alternatively spliced isoform of *Dnmt1* in *T. castaneum* lacks the C-terminal DNA methylase domain and is thus unable to methylate DNA, but was shown to be predominantly expressed^32^. The dsRNA constructs used here should cause a knockdown of both isoforms. The primers used in our gene expression analysis do not distinguish between the two alternative splice variants and we thus cannot determine whether the RNAi treatment might differentially affect the two isoforms.

We could show that *Dnmt1* is essential for early embryonic development even in the absence of functional levels of CpG DNA methylation. The knockdown in mothers leads to high lethality in the offspring embryos within the first hours after oviposition during blastoderm stage^46^. Similarly, the maternal knockdown of one copy of *Dnmt1* in *N. vitripennis* also led to a developmental arrest in the embryos but at a later time point during gastrulation^13^. Additionally, fecundity in brown planthoppers was strongly decreased after *Dnmt1* knockdown^47^. DNMT1 appears to also have an essential role in metamorphosis of *T. castaneum* as a reduction during the pupal stage decreased the rate of eclosion. It is therefore reasonable to assume that DNMT1 has additional functions in *T. castaneum* and maybe also in other insects, including those possessing a DNA methylation machinery.

Alternative, non-catalytic functions of *Dnmt1* have been suggested^48^. The DNA-binding function could be intact in the absence of methylase domain, still enabling the enzyme to fulfil other tasks^32^. This is supported by the presence of a large N-terminal domain without methylase function but with many molecular binding patterns^48^. For example, specific motifs of the N-terminal domain have been shown to regulate the transcription of E-cadherin in humans without the association with any changes in methylation patterns^49^. Further studies in vertebrates indicate that DNMT1 binding to histone modification enzymes is involved in modulation of gene expression^50,51^. Additional support comes from the clawed frog *Xenopus laevis*, for which *Dnmt1* expression is also essential during embryonic development^52^. Here, the protein silences genes by directly repressing transcription independent of its catalytic function^53^. The downregulation of *Dnmt1* leads to the premature activation of gene expression before the mid-blastula transition without any larger changes in methylation patterns^53^. This may indicate that also in insects including *T. castaneum* the sufficient provision of maternal *Dnmt1* transcripts ensures the correct timing of the maternal to zygotic transition of mRNA transcription and thereby prevents embryonic developmental arrest and death. The results of this study emphasise a presumably non-catalytic but essential role of *Dnmt1*, which needs to be investigated in more detail.

## Methods

### Model organism

We used beetles from the Georgia 2 (GA-2) line for WGBS, as the genome sequence of *T. castaneum* was produced from that line^29^. Expression analysis and knockdown experiments were carried out with individuals from the San Bernadino (SB) line originating in the Sokoloff laboratory (Tribolium Stock Center, California State University, San Bernardino, USA), which is commonly used in research concerning *T. castaneum*. Beetles were kept on organic wheat flour (type 550) with 5% brewer’s yeast at a population size of more than 200 individuals. They were maintained at 30 °C and 70% humidity at a 12 h-light/12 h-dark cycle.

### Whole genome bisulfite sequencing

WGBS was performed on two replicates each consisting of ~1500–2000 eggs. We collected eggs after a 24 hours oviposition period from a population of about 1000 individuals of the GA-2 strain. Samples were incubated at 30 °C with 70% humidity for an additional 24 h, then frozen in liquid nitrogen, and stored at −80 °C. Therefore, all eggs were between 24 h and 48 h old, which meant their embryonic development ranged from germband retraction and dorsal closure up to the first regular muscular movements of the embryos^54^.

Embryos were dechorionated in diluted sodium hypochlorite bleach, washed and then smashed in SDS buffer using an Eppendorf micropestle. After 30 min incubation at 65 °C and RNAse digestion, remaining RNAs were precipitated with LiCl/KAc. After centrifugation, the supernatant was taken and DNA was precipitated with isopropanol, washed in 70% ethanol and then resuspended in TE. Extracted DNA was checked for its quality using 2200 TapeStation Software (version A.01.04, Agilent). Per sample 5 µg of high molecular weight DNA were used for fragmentation using the Covaris S2 AFA System in a total volume of 100 µl. The fragmentation (parameters: duty cycle: 10%; intensity: 5; cycles/burst: 200; cycles: 3) was run for a total fragmentation time of 180 s. Fragmentation was confirmed with a 2100 Bioanalyzer (Agilent Technologies) using a DNA1000 chip. The fragmented DNAs were concentrated to a final volume of 75 µl using a DNA Speed Vac. End repair of fragmented DNA was carried out in a total volume of 100 µl using the Paired End DNA Sample Prep Kit (Illumina) as recommended by the manufacturer. For the ligation of the adaptors, the Illumina Early Access Methylation Adaptor Oligo Kit and the Paired End DNA Sample Prep Kit (Illumina) were used, as recommended by the manufacturer. For the size selection of the adaptor-ligated fragments, we used the E-Gel Electrophoresis System (Invitrogen) and a Size Select 2% precast agarose gel (Invitrogen). Each fragmented DNA was loaded on two lanes of the E-gel. Electrophoresis was carried out using the “Size Select” program for 16 min. According to the standard loaded (50 bp DNA Ladder, Invitrogen), 240 bp fragments were extracted from the gel, pooled, and directly transferred to bisulfite treatment without further purification. For the bisulfite treatment we used the EZ-DNA Methylation Kit (Zymo) as recommended by the manufacturer with the exception of a modified thermal profile for the bisulfite conversion reaction. The conversion was carried out in a thermal cycler using the following thermal profile: 95 °C for 15 s, 50 °C for 1 h, both steps repeated 15 times, 4 °C for at least 10 min. The libraries were subsequently amplified, using the Fast Start High Fidelity PCR System (Roche) with buffer 2, and PE1.1 and PE2.1 amplification primers (Illumina). PCR thermal profile: 95 °C for 2 min, 95 °C for 30 s, 65 °C for 20 s, 72 °C for 30 s, then repeat from step 2, 11×, 72 °C for 7 min, hold at 4 °C. PCR reactions were purified on PCR purification columns (MinElute, Qiagen) and eluted in 20 µl elution buffer (Qiagen).

Paired-end sequencing was performed on an Illumina HiSeq 2000 system with read lengths of 105 bp and an average insert size of 240 bp. Reads were trimmed and mapped with BSMAP 2.5^55^ using the assembly version 3.0 of the *T. castaneum* genome (https://www.hgsc.bcm.edu) as a reference sequence. Duplicates were removed using the Picard tool (http://broadinstitute.github.io/picard). Methylation ratios were determined using a Python script (methratio.py) distributed together with the BSMAP package.

For every site containing a CpG, we calculated the fold coverage and the proportion of cytosines at each site that had not been converted by the bisulfite treatment. We also computed which cytosines that were partially unconverted occurred in both replicates and combined this data. Finally, we checked whether there is a correlation between proportion of unconverted cytosines and fold coverage.

### Gene Expression Analysis

We measured the expression of *Dnmt1* in the following life history stages: eggs (0–1 day post oviposition, dpo; *i.e.* embryos during blastoderm stage, gastrulation and germband elongation^46^), larvae (12–18 dpo), pupae (21–23 dpo), adults (30–35 dpo), as well as in the reproductive organs of the beetle, using quantitative real-time PCR (RT qPCR). At the time point of collection, around 1000 eggs were used per sample, while for all other samples material from five individuals was pooled, immediately shock frozen in liquid nitrogen and stored at −80 °C. We analysed four replicates for each life history stage as well as for the gonad and whole-body samples.

The applied RNA extraction protocol combines phenol/chloroform lysis and extraction with the purification via spin columns from the SV Total RNA Isolation System (Promega) and was performed as described in Eggert *et al*.^56^. We performed reverse transcription into complementary DNA (cDNA) with the RNA-dependent DNA polymerase SuperScript III and the use of oligo(dT)_18_ primers (Invitrogen). The reaction started with 100 ng RNA and produced a final volume of 10 µl. The samples were stored at 4 °C for up to one week. For all samples, we measured the expression of *Dnmt1* relative to the expression of two housekeeping genes the *ribosomal protein L13a* (*RpL13a*) and *ribosomal protein 49* (*rp49*). All primers were designed to cross exon-intron boundaries and their quantification efficiency (E) was calculated using a serial dilution curve (Table S1).

We applied qPCR using the LightCycler® 480 Real-Time PCR System (Roche) and KAPA SYBR® FAST qPCR Light Cycler 480 reaction mix (PEQLAB). Prior to the run of the assay, we diluted the cDNA 1:10. All experiments were carried out with two technical replicates per sample. The temperature and cycling profile for the reaction can be found in Table S2. Furthermore, we produced a melting curve for each amplified fragment to check for cross-contamination by primers and contamination by genomic DNA. Crossing points (Cp) for each technical replicate were calculated and used in further analysis if the standard deviation (STD) between the two technical replicates was below 0.5.

### Knockdown via parental RNAi

To accomplish a knockdown of *Dnmt1* via parental RNAi, we designed a construct for double stranded RNA (dsRNA) (Table S1). DsRNA complimentary to the *Asparagin synthetase A* gene (*AsnA*) from *Escherichia coli* served as a treatment control^57^. We produced both dsRNA constructs by cloning the fragments into EcoRV digested pZErO-2 vector (Invitrogen). Cloning was necessary to add T7 and SP6 promoter sequences to the fragment for dsRNA *in vitro* transcription with the T7 RNA polymerase based T7 MEGAscript Kit (Ambion). For transformation, the vector containing the *Dnmt1* fragment was added to chemocompetent DH10B *E. coli* and kept on ice interrupted by a two minute heat shock at 42 °C. Thereafter, the transformed bacteria were incubated in 500 µl SOC medium (Super Optimal Broth with catabolite repression) for one hour shaking at 1,400 rpm at 37 °C. The transformation mix was centrifuged one minute at maximum speed and the SOC medium decanted. Finally, the transformed bacteria were plated on Luria-Bertani agar (Miller, Carl Roth GmbH & Co. KG) containing 30 µg/ml kanamycin (Carl Roth GmbH & Co. KG) and 1 mM IPTG (isopropyl β-D-1-thiogalactopyranoside, AppliChem GmbH) under sterile conditions. Incubation took place over night at 37 °C. Bacteria including the vector with a fragment formed colonies. Colony PCR was performed to test whether a fragment of the correct size was inserted. Mini preparation was conducted with Invisorb® Spin Plasmid Mini Two (250) (Invitek) from overnight cultures to purify the plasmid. Insertion of the right PCR fragment was validated through Sanger sequencing. For dsRNA synthesis, a DNA template containing T7 promoter sites through PCR with T7 and T7-SP6 primers was produced from the plasmid. The PCR product was purified with Invisorb® Fragment CleanUP (STRATEC Molecular GmbH), eluted with 10 µl elution buffer and quantified with NanoPhotometer (Implen GmbH). Thereafter, dsRNA was synthesized by *in vitro* transcription. The dsRNA was LiCl precipitated, resuspended in injection buffer and annealed. Concentrations of dsRNA were checked with the NanoPhotometer (Implen GmbH) before injection.

iBeetle-Base provided us with the sequence for the second non-overlapping construct, which we used in order to be able to exclude possible off-target effects^58^ (http://ibeetle-base.uni-goettingen.de/details/iB_08496, Table S1). For this we obtained the dsRNA from EupheriaBiotech.

For the RNAi procedure, we treated female and male pupae with either *Dnmt1* dsRNA, *AsnA* dsRNA or left them naïve, *i.e*. untreated. For the injections, we adjusted the concentration of dsRNA to 1,800 ng/µl. Prior to the injections, three-day old pupae were collected and glued with the end of their abdomen to microscopic slides with Fixogum (Marabu). The injections were carried out with a nano injector (FemtoJet, Eppendorf) using borosilicate glass capillaries (100 mm length, 1.0 mm outside diameter, 0.021 mm wall thickness; Hilgenberg). Pupae were injected with the dsRNA solution laterally between the second and third segment of the abdomen. We stopped the injections when the pupae stretched, due to the increasing turgor.

The pupae were left on the glass slides in Petri dishes until they eclosed one to five days later. After eclosion individual survival was recorded and the surviving beetles could mature for four days. At this point, we randomly sampled individuals for either expression analysis or mating and egg production. Due to large sample sizes required in the experiment involving embryo staining, we conducted these injections in three consecutive experimental blocks. We confirmed the success of the knockdown by performing expression analysis on four pools of three to five individuals per treatment and block. Additionally, we measured the *Dnmt1* mRNA amount present in the eggs, by performing RT qPCR on one pool of ~1000 eggs per each of the three experimental blocks and treatment groups. Each sample contained eggs ranging in age from 45 min (time between end of oviposition and sampling) to 16 h (eggs produced directly after start of oviposition). Therefore, the samples supposedly contained embryos from blastoderm stage, with synchronous mitosis, from gastrulation and beginning germband elongation^46,54^.

### Fitness costs of the knockdown

To estimate potential fitness costs of the *Dnmt1* knockdown treatment we collected one hundred eggs from each of the treatment groups and controls, individualised them and counted live larvae twelve days later. For the second non-overlapping dsRNA construct (construct b) fitness costs were examined in a different way. The construct from the previous experiment (construct a) was also used here. We set up single mating pairs (n = 23–30) and let them mate for 24 hours. Then live larvae were counted twelve days later for each pair. Besides the two dsRNA constructs, a RNAi control and a naïve group were included.

To measure the fertility of the males after RNAi treatment, individual mating pairs with untreated, virgin females of the same age were formed four days post eclosion. The pairs were put on to new flour after 24 hours and then again, every three days for the next nine days. Two weeks after the oviposition living larvae were counted for each pair (n = 20–26).

### Embryonic development after maternal knockdown

To determine a possible effect of the maternal knockdown on their offspring, we observed the embryonic development via DNA staining. For this we collected eggs every two hours over a period of ten hours, which enabled us to look at five individual time points after oviposition. For the fixation, we washed the eggs with water and treated them with 25% DanKlorix (Colgate –Palmolive), which contains 5% sodium hypochlorite to remove the chorion. The eggs were submerged in heptane and fixed with 4% formaldehyde in phosphate buffered saline (PBS). Vigorous shaking in methanol led to the removal of the vitelline membrane. Finally, the methanol was replaced with 95% ethanol and the fixed embryos were stored at −20 °C.

We determined the developmental stage of the previously fixed embryos through staining with 4′,6-diamidino-2-phenylindole (DAPI) (Carl Roth). After incubating the embryos in PBS with 0.5 µg/ml DAPI for five minutes, they were washed with PBS twice and mounted to a microscopy glass slide using Fluoroshield histology mounting medium (Sigma-Aldrich). A fluorescence inversion microscope (Observer Z1, Zeiss) with an attached fluorescence camera (AxioCamMR3, Zeiss) was used for taking pictures at 200x magnification. We ascertained embryonic development by assigning each picture to one of four categories. These categories were formed from a time line of naïve development over the first ten hours after oviposition (cat.I = ca. 1 h, cat.II = ca. 3 h, cat.III = ca. 5 h, cat.IV = ca. 8 h), which was established prior to this experiment and which allowed us to follow embryogenesis from early blastoderm to the start of gastrulation^46^.

### Statistical analysis

If not stated otherwise, all statistical analyses were performed in R (version 3.4.0)^59^ under RStudio version 0.99.467^60^ using packages lme4^61^ and MASS^62^ when performing generalised linear mixed effects models (GLMMs). The correlation between fold coverage and proportion of unconverted cytosines was tested using a Spearman rank test.

All expression data of *Dnmt1* were analysed and tested for significant differences using the relative expression software tool REST2009 (Qiagen; Pfaffl, Horgan, & Dempfle^63^) as previously described^56^. Bonferroni correction for multiple testing was applied to the results if the control group was compared to more than one treatment group.

For examining the eclosion and therefore survival after injection of the females in the knockdown experiments a GLMM with binomial error distribution was applied to the data. We investigated the effect of the knockdown on maternal fitness by testing hatching rates of larvae for differences in a GLMM with binomial error distribution followed by a Tukey’s HSD test. Fecundity of individual pairs after maternal knockdown using both *Dnmt1* RNAi constructs was tested with a Kruskal-Wallis test, then pairwise comparisons were performed with a Wilcoxon test and p values were adjusted according to Benjamini & Hochberg^64^. Male fertility after knockdown was analysed with a generalised linear model (GLM) with negative binomial error distribution.

The embryonic development after maternal knockdown was tested with an ordinal logistic model (OLM) and a post-hoc maximum likelihood test to determine, whether the distribution of embryos to the four developmental categories was significantly different between the maternal treatments. This was done for each observed time point separately. Analyses were performed with JMP version 8 (SAS Institute Inc).

## Electronic supplementary material

Supplementary materials

## Data Availability

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE120735. All other raw data are available from the authors upon reasonable request.

# Supplementary material for: Dnmt1 has an essential function despite the absence of CpG DNA methylation in the red flour beetle Tribolium castaneum
**Source:** Sci Rep. 2018 Nov 7;8:16462. doi: 10.1038/s41598-018-34701-3
**Supplement:** Supplementary file 1 — Supplementary materials

# ***Dnmt1* has an essential function despite the absence of CpG DNA methylation in the red flour beetle**

***Tribolium castaneum***

Nora KE Schulz, C Isabel Wagner, Julia Ebeling, Günter Raddatz, Maike F Diddens-de Buhr, Frank Lyko,  
Joachim Kurtz

## Supplement

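The fragments used for RT qPCR and RNAi are located by their first and last base, for the beetle genes on the reference transcript. The RT qPCR fragment of *Dnmt1* runs from base 3520 to base 3704 across exons 11 and 12, so that it spans an exon junction. Those of the reference genes run from base 184 to base 315 in *rp49* and from base 488 to base 673 in *rpl13a*. The efficiency is the factor by which the fragment multiplies in 1 PCR cycle, and it was 1.89 for *Dnmt1*, 1.98 for *rp49* and 2.00 for *rpl13a*, where the last value is a doubling in each cycle. The first dsRNA fragment of *Dnmt1* covers bases 542 to 694 in exon 3 and the second bases 1340 to 1918 in exons 5 to 7. They are separated by 645 bases, and the RT qPCR fragment starts 1601 bases after the end of the second, so neither dsRNA contains the region measured by RT qPCR. The dsRNA of the treatment control comes from *asnA* of *Escherichia coli*. Counted from the first and last base, its fragment has 327 bases where 304 are stated, and the second fragment of *Dnmt1* has 579 where 580 are stated. For the other fragments the length counted in this way equals the stated one.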

Table S 1 Primer sequences for RT qPCR (with efficiencies) and RNAi including information about size and location.

| Gene           | NCBI reference | Primer pair (5' – 3')                                  | Fragment length (bp) | Location (start – end bp)   | Efficiency     | Primer origin     |
|----------------|----------------|--------------------------------------------------------|----------------------|-----------------------------|----------------|-------------------|
| <b>RT qPCR</b> |                |                                                        |                      |                             |                |                   |
| <i>Dnmt1</i>   | XM_008195236   | f: caagggcgagtgatacaccc<br>r: cgaggggctctcttgatct      | 185                  | Exon 11 – 12<br>(3520-3704) | 1.89<br>(95%)  | This study        |
| <i>rp49</i>    | XM_964471      | f: ttatggcaaaactcaaagcaac<br>r: ggtagcatgtgcttcgttttg  | 132                  | Exon 2 – 3<br>(184-315)     | 1.98<br>(99%)  | (1.)              |
| <i>rpl13a</i>  | XM_969211      | f: ggccgcaagtctgtcac<br>r: ggtgaatggagccactgtt         | 186                  | Exon 4 – 5<br>(488-673)     | 2.00<br>(100%) | (2.)              |
| <b>RNAi</b>    |                |                                                        |                      |                             |                |                   |
| <i>Dnmt1</i>   | XM_008195236   | f: gcgagaaagtcttactgggg<br>r: cgcggtgaaattgcttagt      | 153                  | Exon 3<br>(542-694)         | NA             | This study        |
|                |                | f: acgacacgggcattttactc<br>r: tcattctttcgcatcatcg      | 580                  | Exon 5-7<br>(1340-1918)     | NA             | iB _08496<br>(3.) |
| <i>asnA</i>    | NC_000913.3    | f: atggtggcggaatacgtggatc<br>r: gattactccatcgagaagctgc | 304                  | 442-768                     | NA             | (4.)              |

1. Konopova B, Jindra M. *Proc. Nat. A. Sci. USA.* 2007;104:10488-93.
2. Peuß R et al. *Proc R Soc B.* 2015;282(1819).
3. obtained from EupheriaBiotech ( <http://2018.eupheria.net/> )
4. Peuß R et al. *R. Soc. open sci.* 2016;3(160138).

Table S 2 RT qPCR temperature and cycle profile

| Temperature | Time                                       | Cycles                                       |
|-------------|--------------------------------------------|----------------------------------------------|
| 95°C        | 3 min                                      | 1                                            |
| 95°C        | 15 sec                                     | 40                                           |
| 60°C        | 1 min                                      | (measuring fluorescence<br>after each cycle) |
| 95°C        | continuous heating to obtain melting curve |                                              |
| 40°C        | 1 min                                      | 1                                            |

How the deposited data were processed for this re-analysis (not part of the article)

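The data are whole genome bisulfite sequencing of 2 replicates of pooled GA-2 eggs, 24 h to 48 h old, which form 1 condition without a comparison group. The authors trimmed the reads, mapped them with BSMAP to assembly version 3.0 of the genome, removed duplicates with Picard and counted reads per cytosine with the script of the BSMAP package. The deposited values are raw counts of unconverted and of converted reads per position, kept apart for each replicate and without normalization. The tables have 4 columns without a header. Which of the count columns holds the unconverted reads was taken from the description of the values in the methods and from its small sum, and the converted reads were taken from the other. That column is not the total, since it is 0 at 2292 positions of replicate 1 and 3003 positions of replicate 2 that have an unconverted read, and coverage was therefore the sum of both. The methods describe coverage and non-conversion for every site containing a CpG, but do not say how the columns were derived from the output of BSMAP.

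Positions without strand or context were taken as sites. The designs had been written for CpG cytosines on separate strands, and they were kept as written with the listed position in place of the CpG. A rate outside CpGs, a count of CpGs unconverted on both strands and a merging of strands were therefore not computed. Removing duplicates and mapping decide which reads are counted, and reads that map to repeats can raise the coverage and the non-conversion of a site. Both steps were done before the counts were made and could not be varied.

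From the counts, the fold coverage, the pooled non-conversion and the number of sites with an unconverted read were computed for each replicate and given as mean ± SD over the replicates where both enter. Shared sites had the same sequence and position and at least 1 unconverted read in each replicate. Their number was compared with the sum over sites of the product of the probabilities of at least 1 unconverted read in each replicate, with 100 binomial draws at the overall rates, and with 1000 draws that kept the coverage of the unconverted sites in both replicates. The position of shared sites was tested with Fisher's exact test, and the correlation with coverage with Spearman's rho and 100000 permutations. Single sites with at least 5 reads were tested with a one-sided exact binomial test, with Benjamini-Hochberg adjustment over the tested sites of a replicate and a threshold of 0.05 in both replicates. This test was tested on simulated data with 200 changed sites, in which no unchanged site passed. The libraries were compared with a chi-square test of their read counts. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

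The sites named in the text are up to 5 sites that passed the test in both replicates with the highest pooled level. Sequences with at least 10% of the shared sites would have been named as well, but there were none. The locus of *Dnmt1* was to be named where its coordinates in the assembly of the counts are known. It was not analysed here, because the gene table used here is of another assembly.

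Replicate 1 had 42534665 reads at 14503020 sites and replicate 2 had 55723118 reads at 16480367 sites. At these totals the Wilson intervals of the overall rates are narrow, but they cover counting error only. With a median of 2 reads per site, the level of a single site is known for few sites. Alternatives to the minimum coverage, the weighting of sites, the sequences included, the definition of a shared site, the background of the test and the replicates included were set before the data were examined. A restriction to unplaced sequences was added after seeing the data. Expression, knockdown and embryo staging were not analysed here.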

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

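The spacing and coverage tests below that use draws for neighbouring sites, and the comparisons with the median coverage, were chosen only after the results were seen.

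The paper does not report single sites that exceed the background. In both replicates, 6 sites had more unconverted reads than the overall non-conversion rate gives, with levels from 2.11% to 19.2%, and 107 sites had an unadjusted p-value under 0.05 in both. Chance among many tests was examined with 100 draws at a uniform rate, in which the largest number of sites that passed in both replicates was 0. High coverage was the second explanation. The 6 sites had between 12.2 and 182 times the median coverage of the linkage groups or of the unplaced sequences, so they may lie in repeats that the assembly holds as a single copy, where reads from several copies are counted together. The test selects deeply covered sites, so this comparison cannot separate the explanation from a real level at 1 locus. A collapsed repeat as long as a read would raise the coverage around the site as well. The other listed positions within 105 bp of the 3 sites on linkage groups had medians of 0.4 to 1.7 times the median of the linkage groups. This goes against such a repeat there, but only in part. The positions around the sites include those listed in only 1 replicate, while the median of the linkage groups is over sites listed in both, which lowers the ratios. The most deeply covered of the surrounding positions had 5 to 12.2 times the median of the linkage groups. The strand of the positions is not given, so a shorter repeat or reads of a single strand were not ruled out. The sites cannot be told apart from these. Of the 3 sites on unplaced sequences, 1 had no listed position within 105 bp, and around the others the medians were 2.75 and 9 times that of the unplaced sequences, with up to 1720 and 1071 reads at a single position. Symmetrical CpG methylation would leave the neighbouring cytosine on the other strand unconverted as well. Only 1 directly adjacent position was listed for all 6 sites, with 1 of 83 reads unconverted, and so symmetrical CpG methylation could not be assessed. No biological explanation was tested, since only 1 condition was sequenced.

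Unconverted sites lay close together in replicate 2. On the linkage groups, 1590 pairs of consecutive unconverted sites were at most 10 bp apart, where draws at a uniform rate gave 100.02 on average and at most 122. In replicate 1 there were 74 such pairs, where the draws gave 32.6 on average and at most 48. In replicate 2 the excess lay within 50 bp. There were 578 directly adjacent pairs, where the draws gave at most 26, 1012 pairs 2 to 10 bp apart, where they gave at most 106, and 960 pairs 11 to 50 bp apart, where they gave at most 283. At 51 to 1000 bp there were 2706 pairs, fewer than in any draw. In replicate 1 only the 65 pairs 2 to 10 bp apart exceeded the draws, which gave at most 41, while directly adjacent pairs and pairs 11 to 50 bp and 51 to 1000 bp apart lay within their range. Chance spacing therefore did not account for the pairs of replicate 2 up to 50 bp apart. Of the unconverted sites on linkage groups, 18.3% in replicate 2 and 2.44% in replicate 1 had another within 50 bp. Replicate 2 had 584 groups of at least 3 such sites, with a median span of 31 bp and none longer than 138 bp, and replicate 1 had 16. Single molecules that were not fully converted are a candidate explanation for replicate 2. If so, only 1 read per site is unconverted, and this was the case at 98.4% of the 1713 clustered sites of replicate 2 with at least 5 reads. However, 99.6% of the unconverted sites outside such groups also had a single unconverted read, so this measure cannot decide for or against the explanation. In replicate 1 the share was 88.7% among clustered sites and 99.1% outside them. The pattern cannot be told apart from incomplete conversion of single molecules, and reads mapped to the wrong place were not tested. A biological explanation was not tested either, since both replicates are of the same condition.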

How the results depend on the processing

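Of 49 alternatives run for 9 results, 32 left a result unchanged, 17 moved it, and none reversed a direction. Only the correlation and the share of shared sites on linkage groups have a direction that could reverse. Leaving out a replicate could not move the overall rate or the level at sites with an unconverted read. Each replicate lies within the SD of their mean by definition, so these alternatives count as unchanged without being a test. The sites that exceeded the background depended on the setting of the test. The negative correlation with coverage and the low share of shared sites on linkage groups were kept under each alternative run for them. Neither was run without the 0.1% of sites with the highest coverage. Draws at a uniform rate gave a negative rho as well, and coverage alone gave 46.2 of 795 shared sites on linkage groups. That the directions were kept therefore shows nothing beyond coverage and the selection of sites. The overall non-conversion rate stayed within the spread between the replicates under each alternative, between 0.0446% and 0.0503% apart from the values of single replicates.

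Restricting the sites to linkage groups lowered the mean fold coverage to 2.44, raised the level at sites with an unconverted read to 11.8%, left 83 shared sites and raised their pooled level to 0.567%. With at least 5 reads, the mean number of sites with an unconverted read fell from 22900 to 11193 and their level to 0.487%, and with at least 10 reads to 5669 sites and 0.278%. On the unplaced sequences alone, an alternative chosen after seeing the data, this level was 0.348%. The mean of the ratios of single sites was 31.4% for the sites with an unconverted read and 1.92% for the shared sites. Requiring at least 2 unconverted reads in each replicate left 172 shared sites, and leaving out the 0.1% of sites with the highest coverage left 208. The changes in the level at selected sites go with coverage, since a site with few reads has a high level once 1 of them is unconverted. The causes of the other changes were not tested.

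With a background of 1%, 1 site exceeded it in both replicates, and 10 did at an unadjusted p-value under 0.05. With a background of 5%, 0 sites did, and 3 had an unadjusted p-value under 0.05 in both. Coverage minimums of 3 and 10 reads gave 5 and 9 sites. With 1 replicate left out, from 9 to 16 sites exceeded the background, since they then needed to pass in the other replicate only. With the counts of 1 replicate left out, the correlation ranged from -0.936 to -0.868, but both replicates still selected the sites. The non-conversion rate of a single replicate ranged from 0.0384% to 0.0569%. The number of sites with an unconverted read ranged from 15662 to 30138 and their level from 0.936% to 0.994%.

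Of the 60 alternatives set before the data were examined, 12 were not run. They merge the strands of a CpG, use sites outside CpGs, compare the strands of a CpG, or use another total of reads, and the counts have no strand, no context and a single total. No paired analysis was possible because there is only 1 condition. The low depth limits the test of single sites, since 6.74% of the sites listed in both replicates had at least 5 reads in both. It limits the level at sites with an unconverted read as well, which is set largely by the coverage of the selected sites.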

Differences from the paper's values

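The conversion in replicate 1 was 99.96%, and the paper's value is 99.59%. In replicate 2 it was 99.94%, and the paper's value is 99.58%. Since both are close to complete, they were compared as the share of reads left unconverted. The values differ by more than the spread between the replicates, and of the alternatives set before the data were examined, none of those that were run closed the gap in either replicate. Another total of reads was not run. The values here cover the listed positions, and the paper gives its rates for the mapped reads.

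The pooled level of non-conversion at sites with an unconverted read was 0.965%, and the paper's value is 0.3%. Among the alternatives set before the data were examined, a minimum coverage of 10 reads gave 0.278%, which does not differ from the paper's value by the measure used here. A minimum of 5 reads gave 0.487%, the linkage groups alone gave 11.8% and the mean of the ratios of single sites gave 31.4%, and these did not close the gap. Written as a proportion, the mean of the ratios is 0.314, which rounds to 0.3. The paper gives its 0.3 as a percentage, while its methods describe a proportion at each site. Whether its value was computed in this way cannot be told from its text. On the unplaced sequences alone, a setting chosen after seeing the values, the level was 0.348%. The paper does not name a minimum coverage or a weighting for its value.

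The number of shared sites on a linkage group was 83, and the paper counts 84, a difference of 1 site. The pooled level at the shared sites was 0.149%, where the paper gives 0.1%.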

Other observations

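The tests of coverage alone, of the selection of sites and of the adjacent positions were chosen after the results were seen.

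More sites were unconverted in both replicates than coverage alone gives, 1038 against at most 862 in 100 draws at a uniform rate. Regional differences in non-conversion would also raise the number of matches between neighbouring sites. Sites of replicate 1 were paired with the listed sites 1 to 5 places and at most 50 bp away in replicate 2. This gave 0.933 times the expected number, so with all sequences pooled the excess was not shared by neighbours. The pairing was not run for the linkage groups or for low coverage alone, where the ratio was highest. Regional differences there were therefore not ruled out. A rate that differs with coverage was examined with separate rates for each class of coverage, which gave a ratio of 1.18 in place of 1.30. These rates come from the same counts as the shared sites, so the test does not decide how much of the excess is due to coverage. The ratio fell to 1.04 for sites with more than 1000 summed reads, but with these rates it was still 2.14 at 2 to 10 reads and 2.03 at 11 to 100 reads. Leaving out the patches of unconverted sites in replicate 2 gave a ratio of 1.39 in place of 1.80 on the linkage groups, with 53 shared sites observed and 38.0 expected. This filter removes sites by their own outcome, so part of the drop is built in and its size does not measure what the patches contribute. The patches were examined on the linkage groups only, which hold 83 of the 1038 shared sites. Neither test brought the number to the expected one. Part of the excess cannot be told apart from these explanations. At sites with more than 1000 summed reads this holds for the rate, and on the linkage groups for the patches. A property of single positions, such as a sequence that is prone to errors or copies of a repeat that differ, is a further hypothesis that was not tested here. No biological explanation was tested for this pattern or for the following ones, since only 1 condition was sequenced.

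The negative correlation between coverage and the proportion of unconverted cytosines may arise largely from the selection of sites with an unconverted read in each replicate. Draws at a uniform rate that were selected in the same way gave a mean rho of -0.945. The observed -0.925 lies just outside their range of -0.954 to -0.932, so the observed correlation was slightly weaker than that of the draws. The pooled level at shared sites was 0.102% on average in the draws and at most 0.109%, where 0.149% was observed.

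The higher non-conversion in replicate 2 was still present on the linkage groups when clustered sites were left out of both replicates. Leaving out clustered sites on the linkage groups lowered the rate of replicate 2 from 0.0558% to 0.0455%, and that of replicate 1 from 0.0381% to 0.0371%. Leaving out unconverted sites lowers a rate by definition, so the size of this change is not a measure of what the patches contribute. The replicates still differed, with 95% Wilson intervals of 0.0448% to 0.0462% and 0.0364% to 0.0378%. An incompletely converted molecule that covers a single listed position is not clustered and stays in. The remaining difference therefore does not rule out such molecules, and the unplaced sequences were not examined in this way.

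The listed positions are not only CpG cytosines of 1 strand, which cannot be adjacent. On the linkage groups, 54.7% of the positions with at least 10 reads in both replicates had a directly adjacent listed position. They do not look like a list of both strands of each CpG either, since 45.3% of these positions had no listed neighbour although they were deeply covered. Runs of at least 3 adjacent positions held 21.8% of all positions, and the longest run had 36. Reads from a single strand of a repeat can leave the other strand unlisted, and this was not tested. Without the genome of this assembly the context of the positions was not analysed here.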
